# Primary Spinal OPC Culture System from Adult Zebrafish to Study Oligodendrocyte Differentiation *In Vitro*

**DOI:** 10.3389/fncel.2017.00284

**Published:** 2017-09-14

**Authors:** Volker Kroehne, Vasiliki Tsata, Lara Marrone, Claudia Froeb, Susanne Reinhardt, Anne Gompf, Andreas Dahl, Jared Sterneckert, Michell M. Reimer

**Keywords:** primary OPC culture, OPC, OL, spinal cord injury, oligodendrocyte progenitor cell, remyelination, adult zebrafish, human motor neuron

## Abstract

Endogenous oligodendrocyte progenitor cells (OPCs) are a promising target to improve functional recovery after spinal cord injury (SCI) by remyelinating denuded, and therefore vulnerable, axons. Demyelination is the result of a primary insult and secondary injury, leading to conduction blocks and long-term degeneration of the axons, which subsequently can lead to the loss of their neurons. In response to SCI, dormant OPCs can be activated and subsequently start to proliferate and differentiate into mature myelinating oligodendrocytes (OLs). Therefore, researchers strive to control OPC responses, and utilize small molecule screening approaches in order to identify mechanisms of OPC activation, proliferation, migration and differentiation. In zebrafish, OPCs remyelinate axons of the optic tract after lysophosphatidylcholine (LPC)-induced demyelination back to full thickness myelin sheaths. In contrast to zebrafish, mammalian OPCs are highly vulnerable to excitotoxic stress, a cause of secondary injury, and remyelination remains insufficient. Generally, injury induced remyelination leads to shorter internodes and thinner myelin sheaths in mammals. In this study, we show that myelin sheaths are lost early after a complete spinal transection injury, but are re-established within 14 days after lesion. We introduce a novel, easy-to-use, inexpensive and highly reproducible OPC culture system based on dormant spinal OPCs from adult zebrafish that enables *in vitro* analysis. Zebrafish OPCs are robust, can easily be purified with high viability and taken into cell culture. This method enables to examine why zebrafish OPCs remyelinate better than their mammalian counterparts, identify cell intrinsic responses, which could lead to pro-proliferating or pro-differentiating strategies, and to test small molecule approaches. In this methodology paper, we show efficient isolation of OPCs from adult zebrafish spinal cord and describe culture conditions that enable analysis up to 10 days *in vitro*. Finally, we demonstrate that zebrafish OPCs differentiate into Myelin Basic Protein (MBP)-expressing OLs when co-cultured with human motor neurons differentiated from induced pluripotent stem cells (iPSCs). This shows that the basic mechanisms of oligodendrocyte differentiation are conserved across species and that understanding the regulation of zebrafish OPCs can contribute to the development of new treatments to human diseases.

## Introduction

Remyelination is a well-known target to improve functional outcome after spinal cord injury (SCI) in humans. OLs are a prerequisite for saltatory conduction of action potentials along the axon and promote neuronal survival by providing metabolic support (Nave, 2010). In response to SCI, direct mechanical damage to tissue leads to loss of neurons, axons, and support cells, including mature myelinating OLs. Moreover, secondary injury by excitotoxicity and inflammatory processes results in a massive loss of OLs (Ma et al., 2016) - one of the most vulnerable cell types of the spinal cord. This leaves spared axons demyelinated, leading to a conduction block. This conduction block can be transiently removed by application of the potassium channel blocker 4-aminopyridine, resulting in a transient functional recovery in guinea pig and cat SCI models (Blight, 1989; Shi et al., 1997) and in humans (Grijalva et al., 2010). Promoting pro-remyelinating strategies will support axons permanently and thus improve functional long-term recovery.

Several clinical trials have been performed using myelinating cells, including autologous olfactory ensheathing cells and Schwann cells, with results demonstrating an improvement in electrophysiological tests and functional assessment (Chen et al., 2014). The caveat is: harvesting, propagating and transplanting autologous remyelinating cells involves transplantation-associated technical challenges and risks. These issues could be circumvented if the remyelinating capacity of endogenous OPCs was increased to provide sufficient remyelination. In addition, pro-remyelinating strategies would also be beneficial for newly generated axons to ensure long-term stability. Until recently, axonal regrowth was thought to be unlikely, but current studies found several promising approaches to how axonal regeneration across the lesion site could be achieved (Ruschel et al., 2015).

Therefore, several research groups attempt to control endogenous OPC behavior using small molecule-based strategies, some of which have proven to be quite successful: e.g., by using OPCs derived from mouse pluripotent EpiSC lines (Najm et al., 2015). However, these approaches do not take into account the age-status of dormant OPCs *in vivo*.

The use of OPC cultures is one of the corner stones in elucidating and testing novel targets for pro-remyelinating strategies. Nevertheless, using human iPSC derived OPCs is still difficult due to the lack of efficient protocols to generate OPCs and OLs (Goldman and Kuypers, 2015; Ehrlich et al., 2017). Additionally, OPCs display a regional identity which leads to different myelination phenotypes, like e.g., myelin sheath length (Bechler et al., 2015). However, mouse pluripotent EpiSC lines (Najm et al., 2015) are generated in vast numbers and allow rapid high-throughput small molecule screening but, similar to human iPSC derived OPCs, do not show spinal region specific OPC subpopulations. A further drawback is that induced OPCs never enter the dormant stage they take on *in vivo*, thereby making identification of OPC activating modulators difficult.

Interestingly, zebrafish OPCs are able to generate full thickness myelin sheaths after demyelination of the optic nerve (Munzel et al., 2014). This is congruent with the observation that the zebrafish CNS has a remarkable ability to functionally regenerate after injury (Becker et al., 2004; Reimer et al., 2008, 2009, 2013; Kroehne et al., 2011; Barreiro-Iglesias et al., 2015).

In this methodology paper, we describe how zebrafish spinal OPCs can be isolated and used in cell culture to test underlying pathways that could explain their resilience and remyelinating abilities (**Figure 1**).

**FIGURE 1:**
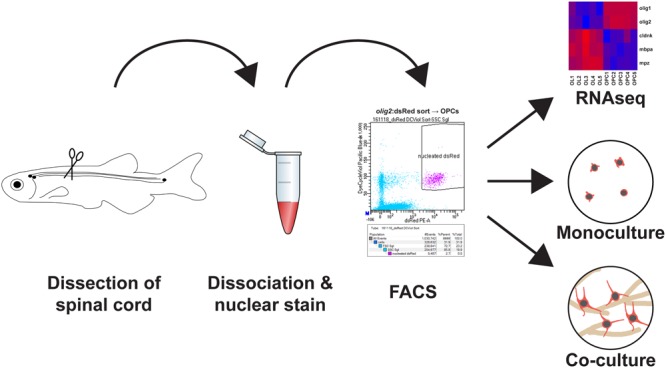
Main steps to obtain a highly pure adult zebrafish spinal oligodendrocyte progenitor cell (OPC) population: (1) Adult zebrafish spinal cord tissue is dissected. (2) The tissue is first dissociated by enzymatic digestion and then incubated with a nuclear dye. (3) The cell suspension is FACsorted based on cytoplasmic and nuclear fluorescence. (4) The purified OPCs can then be used directly for transcriptome analysis, cell culture as monoculture to study dormant OPCs or in motor neuron/OPC co-cultures to study oligodendrocyte differentiation.

## Materials and Methods

### Animals

Fish are kept and bred in our fish facility according to standard methods (Westerfield, 1989). All experiments were performed in compliance with animal welfare legislation. Procedures were approved by the ethical approval committee of the Regierungspräsidium Dresden, Germany: TVV 53/2015 and TV 9/2016.

All efforts were made to minimize animal suffering and the number of animals used. We used Tg(*olig2*:dsRed2) (Kucenas et al., 2008), Tg(*olig2*:eGFP) (Shin et al., 2003) and Tg(*mbp*:eGFP) (Jung et al., 2010).

### Spinal Cord Lesion

As described previously (Becker et al., 2004), fish were anesthetized by immersion in 0.033% aminobenzoic acid ethylmethylester (MS222; Sigma) in PBS for 5 min. A longitudinal incision was made at the side of the fish, and the spinal cord was completely transected under visual control 4 mm caudal to the brainstem–spinal-cord junction.

### Spinal Cord Dissection, Tissue Dissociation and Nuclear Labeling

Adult zebrafish were terminally anesthetized, their spinal cords exposed and the spinal cord tissue was carefully removed. Up to five spinal cords were dissected at once and placed in 1 mL of Hanks′ Buffered Salt Solution (HBSS, Gibco). For the dissociation of spinal cords into a single cell suspension, the tissue was incubated for 3 min with 100 μL 0.25% Trypsin (Sigma; T4549)/1 mM EDTA at room temperature and triturated using a 200 μL pipette during the whole incubation time avoiding the formation of air bubbles. Then, tissue digestion was stopped by adding 100 μL of 20% fetal calf serum (Sigma; F0804) in 2 mM CaCl_2_ and 300 μL HBSS. Afterward the cell suspension was allowed to sit for 5 min on ice, before it was applied to a 20 μm (OPCs, Miltenyi Biotec, # 130-101-812) or a 35 μm (OL, Corning, # 352235) cell strainer, respectively. After washing with 9 mL of HBSS, the cells were pelleted by centrifugation for 5 min at RT at 300 g. The supernatant was removed, cells were resuspended in 1 mL HBSS including 1 μL Vybrant^TM^ DyeCycle^TM^ Violet Stain (Molecular Probes, Invitrogen, V35003) and incubated for 30 min at 28°C to stain cellular nuclei.

### FACsorting of Myelin Rich Spinal Cord Tissue

Cell suspensions were sorted directly into 96 well plates, filled with culture medium only, or pre-seeded with motor neurons (MNs) using a BD FACSAria sorter. For the detection of GFP a 488 nm excitation laser and a 530/30 bandpass filter were used. DsRed was detected with a 582/15 bandpass filter after excitation with a 561 nm laser. Vybrant^TM^ DyeCycle^TM^ Violet Stain was detected after 405 nm excitation and a 450/40 bandpass filter. Cellular events were defined by forward and side scatter profile and by the dsRed or GFP signal of the corresponding transgenic line. From this selection, all events that showed incorporation of the Vybrant^TM^ DyeCycle^TM^ Violet Stain were gated because this proved to be an ideal selection to separate the small zebrafish CNS cells from remaining cellular and myelin debris. To assess purity and viability of the sorted cells post-sort analysis of the purified cells after addition of Propidium Iodide at a final concentration of 1 μg/mL was performed.

### Cell Culture Conditions in OPC Monocultures

Two days before dissection, the wells of a 96-well plate (Greiner Bio One, # 655090) were coated with 10 μg/mL Poly-D-Lysine solution (Merck Millipore, # A-003-E) in DEPC H_2_0 and left under a biosafety cabinet overnight (50 μL/well).

The next day, Poly-D-Lysine was removed and wells were washed three times with DEPC H_2_0 to remove unbound Poly-D-Lysine. After air-drying, 10 μg/mL of laminin solution (Sigma Aldrich, # L2020) in sterile PBS was added to the wells (50 μL/well) and the plate was left at 37°C overnight. On the day of the dissection, laminin solution was removed and the wells were washed twice with sterile PBS and once with DEPC H_2_0 to remove unbound coating solution. After air-drying, 280 μL of Leibovitz’s L-15 Medium (Gibco, # 11415-049) supplemented with 15% FBS (Gibco, Performance Plus United States, # 1000-0-044), 1% Glutamax (Gibco, # 350-050-038) and 1% penicillin/streptomycin (Gibco, # 15-140-122) was added to each well. The plate was left at 28°C until cell seeding. Fluorescently sorted OPCs were plated at a density of 10000 cells per well and left at 28°C for a maximum of 10 days. Culture medium was exchanged every 2 days, starting at 3 days in culture.

### Cell Culture Conditions in OPC/MN Co-cultures

The complete human iPSC culture and differentiation protocol for MN generation is described in detail elsewhere (Reinhardt et al., 2013). Briefly, a population of expandable neural progenitors (NPCs) is obtained from iPSCs via dual SMAD inhibition. Using a defined cocktail of small molecules, NPCs can subsequently be differentiated into MNs. For MN plating, cells were detached in their early maturation stage, i.e., day 3, using Accutase (Sigma), and distributed on Matrigel (Corning)-coated plates in MN maturation medium, consisting of N2B27 medium supplemented with 2 ng/mL BDNF (Peprotech), 2 ng/mL GDNF (Peprotech), 1 ng/mL TGF-β3 (Peprotech), 200 μM ascorbic acid, and 100 μM dbcAMP. Y-27632 (Sigma) was included in the first day to increase the chances of MN survival upon re-plating. N2B27 medium consisted of DMEM-F12/Neurobasal medium 1:1, 0.5% N2 supplement, 1% B27 supplement lacking vitamin A, and 1% PS/G (all Thermo Fisher Scientific). For plate coating, the Matrigel mixture was diluted to 1:100 in ice-cold Knockout DMEM (Invitrogen) prior to overnight coating at RT. For long-term storage, coated plates were wrapped with Parafilm and kept in the fridge for up to 1 month. Adult zebrafish OPCs were FACsorted on top of the MN culture at day 4–7 of differentiation and cultured with MN maturation medium at 28°C under 5% CO_2_. Medium was replaced every second day.

### Immunofluorescence

Immunohistochemistry on paraformaldehyde-fixed spinal cord sections (50 μm thickness) has been described previously (Reimer et al., 2008). Cells were fixed in 4% paraformaldehyde (Agar Scientific, 16% EM Grade, Methanol free, R1026) diluted in PBS for 10 min at room temperature, washed gently with 0.1% Triton X-100 (Sigma Aldrich, # T8787) in PBS and incubated with primary antibodies in 0.1% Triton X-100 in PBS for 1 h at room temperature.

After washing with 0.1% Triton X-100 in PBS, cells were stained with secondary antibodies in the same solution for 2 h at room temperature. Cells were finally stained with 0.3 μM DAPI (Roth, # 6335.1) in PBS for 10 min at room temperature, washed in PBS and processed accordingly.

### Antibodies

Primary antibodies used were: mouse monoclonal against Glial Fibrillary Acidic Protein (GFAP, 1:250, Clone GA5, Merck Millipore, MAB3402), rabbit polyclonal against SRY-box containing gene 10 (Sox10, 1:250 (cultures) and 1:500 (sections), Biozol GTX128374-200) and a custom-made rabbit polyclonal against Myelin Basic Protein [MBP, 1:75, (Pinzon-Olejua et al., 2017) a kind gift from Michael Brand, CRTD, TU Dresden, Germany].

Secondary antibodies used were goat anti-Mouse IgG Alexa Fluor^®^555, (Molecular Probes, Invitrogen, A21424) and donkey anti-Rabbit IgG Alexa Fluor^®^647, (Jackson ImmunoResearch Europe Ltd., 711-605-152), both used at a 1:750 dilution.

### Data Acquisition and Processing

Confocal images of cell cultures were acquired with a Zeiss LSM 780/FCS inverse microscope using an LCI PlnN 63 × /1.3 NA W DICIII objective in a tile mode (10 × 10 tiles, 10% overlaps). Tissue sections were imaged with a Leica TCS-SP5 confocal microscope using HC PL APO CS 20 × /0.7 NA, HCX PL APO 40 × /1.25 NA and HCX PL APO 63 × /1.2 NA objectives. To minimize channel crosstalk, single channel images were acquired sequentially. Stacks of overview images were maximum projected using Fiji. Co-localization of markers was verified in single confocal stacks using the 63× objectives. Adobe Photoshop CS6 was used to adjust brightness and contrast. Illustrator CS6 was used to compile the figures.

### Data Quantification and Statistical Analysis

Cells were manually counted with the Cell Counter Plugin of Fiji. For quantification of total cell numbers, a representative area corresponding to ∼5% of the total well area were quantified and for each time-point, 3–4 wells were counted. Microsoft Excel was used to process the measured data. To analyze significance, *P*-values were determined with GraphPad Prism using One Way ANOVA with Dunns *Post hoc* test. Error bars represent SEM. *P* > 0.05 was not considered significant.

### Deep Sequencing and Data Analysis

For the RNAseq experiment, the SMARTer Ultra Low Input RNA for Illumina Sequencing Kit - HV from Clontech was used to reverse transcribe the RNA and amplify full-length cDNA according to the user manual. Therefore, 2000 cells from five biological replicates of both lines Tg(*olig2*:eGFP) and Tg(*mbp*:eGFP) were directly FACsorted in 5 μL reaction buffer containing RNAse Inhibitor. After amplification of cDNA using 12 cycles, the cDNA was sheared to 200 bp fragment length with 8-micro TUBE strip in the Ultrasonicator Covaris LE220, followed by a library prep using NEBNext Ultra DNA Library Prep Kit for Illumina (NEB). The libraries were sequenced with 75 bp single end on a Hiseq2500 with a minimal sequencing depth of 27 million reads and mapped to GRCz10 with GSNAP (v 2016-09-23). Transcripts were counted with feature Counts v 1.5.2 based on Ensembl version 81. The gene expression values were normalized by the R-package DESeq2 in R (v 3.3.0).

### Accession Numbers

The next generation sequencing datasets generated in this study have been submitted to GEO and are publically available under accession number GSE100821.

## Results

### Rapid De- and Remyelination in Response to Spinal Cord Injury

A complete spinal cord transection in adult zebrafish (Becker et al., 2004; Reimer et al., 2008) causes full paralysis caudal to the site of injury. In order to analyze the fate of mature oligodendrocytes (OLs) at the lesion site after SCI, we transected the spinal cord of transgenic Tg(*mbp*:GFP) zebrafish. In this reporter line OLs are labeled by GFP, enabling the identification of myelin sheaths as tube-like structures highlighted by GFP (**Figure 2**). We find that in response to SCI, myelin sheaths and OL cell bodies are lost at 7 days post lesion (dpl) compared to sham controls (**Figure 2**). At 14 dpl, a remyelination response has been initiated and newly formed myelin sheaths, as well as an increase in the number of OL cell bodies, are observed (**Figure 2**).

**FIGURE 2:**
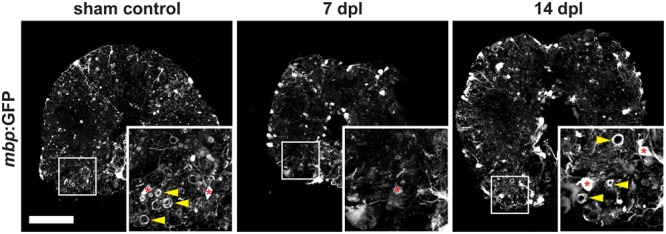
Severe demyelination and loss of oligodendrocytes (red asterisks) occur until 7 days post spinal transection lesion (dpl) in the adult zebrafish spinal cord close to the site of injury. In contrast, in sham-lesioned control spinal cords many *mbp*:GFP-positive myelin sheaths are found (yellow arrowheads). At 14 dpl, a partial re-establishment of the constitutive myelination pattern is observed (yellow arrowheads). 50 μm cross section; distance to lesion site ≤ 350 μm; scale bar represents 100 μm.

### Oligodendrocyte Progenitor Cells in the Adult Zebrafish Spinal Cord

During development of the vertebrate CNS mature OLs form from OPCs that derive from pMN progenitor cells of the neural tube (Park et al., 2002; Shin et al., 2003; Ravanelli and Appel, 2015). In the adult brain and spinal cord OPCs are maintained and function as a constitutive progenitor pool for the formation of new OLs (Park et al., 2007). In zebrafish, OPCs are marked by high expression of *olig2*:GFP, a pan-vertebrate oligodendroglial lineage marker (Czopka and Lyons, 2011), and are evenly distributed throughout the white and gray matter of the adult spinal cord parenchyma (**Figure 3**). OPCs co-express the transcription factor Sox10, a neural crest, as well as oligodendroglia lineage marker in the CNS of vertebrates (**Figure 3** and **Supplementary Figure S1**). A subpopulation of ventral radial glia also expresses *olig2*:GFP. Radial glia are identified by ventricular cell bodies (arrowheads) touching the central canal (asterisk) and radial processes spanning the entire ventral spinal cord. *Olig2*:GFP-positive OPCs can be easily distinguished from mature *mbp*:GFP-expressing OLs by their specific morphology displaying short arbors and the lack of GFP-positive myelin sheaths (**Figures 2, 3**).

**FIGURE 3:**
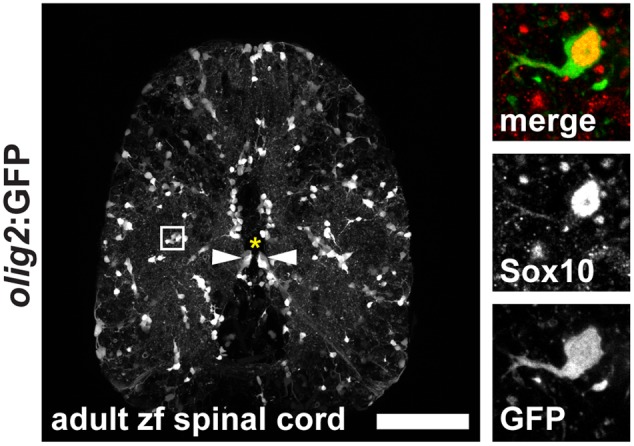
Expression of *olig2*:GFP in the adult zebrafish spinal cord marks OPCs in the parenchyma and a subpopulation of ventral radial glia at the central canal. OPCs are evenly distributed throughout the parenchyma in an unlesioned zebrafish spinal cord. Inset: OPCs display short arbors and co-express Sox10. 50 μm cross section; asterisk marks the central canal; scale bar represents 100 μm.

### Generation of Spinal OPC Preparations with High Purity and Vitality

Zebrafish embryos are a standard model organism in developmental biology. Because of their small size and transparency, they offer ideal conditions for functional analysis: e.g., straightforward application of small molecules just by adding the compounds to the water. Additionally, live imaging can easily be done up to several days after fertilization. In contrast to embryos, functional analysis of cells in the adult zebrafish spinal cord is much more challenging. Therefore, we established a platform to analyze zebrafish OPCs *in vitro*. We developed a streamlined and fast, though inexpensive, protocol that allows direct access to a pure and vital population of zebrafish OPCs in less than 2 h. This simple protocol is based on Trypsin digestion of dissected fish spinal cord, followed by addition of the Vybrant DyeCycle Violet Stain as a nuclear marker of living cells for fluorescent activated cell sorting (FACS) of OPCs. Cellular events were defined by forward and side scatter profile and by fluorescent marker (either dsRed or GFP) signal of the corresponding transgenic line. From this selection, all events that showed incorporation of the Vybrant DyeCycle Violet Stain were gated because this proved to be an ideal selection to separate the small zebrafish CNS cells from remaining cellular, i.e., mostly myelin debris (small cells cannot be separated from all cellular debris when only using forward and side scatter, **Figures 4A,B**). To assess purity and viability of the sorted cells we performed a post-sort analysis of the purified cells after addition of Propidium Iodide to stain non-viable cells. Less than 5% of cellular events corresponded to dead cells showing uptake of Propidium Iodide (**Figure 4C**). More than 95% of the sorted cells showed the fluorescent lineage marker, demonstrating high purity of sorted cell populations (**Figure 4C**). Typically, approximately 30000 cells could be sorted using five adult spinal cords as starting material.

**FIGURE 4:**
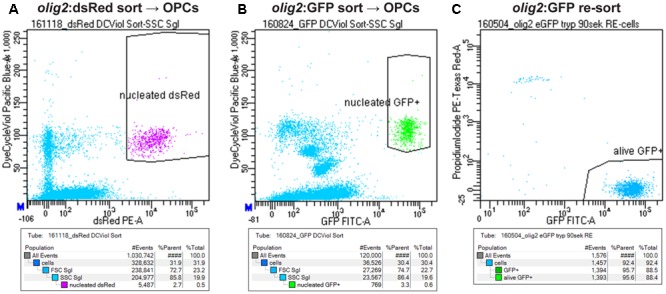
Strategy to sort OPCs using FACS. **(A)** Gating of OPCs based on *olig2*:dsRed and nuclear counter stain signals. **(B)** Gating of OPCs based on *olig2*:GFP and nuclear counter stain signals. **(C)** Re-sort of FACsorted *olig2*:GFP cells, counterstained with Propidium iodide to detect dead cells, shows a purity and viability of >95% of the sorted population.

### RNAseq Analysis Shows a Clear Separation of OPC and OL Transcriptomes

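RNA was sequenced from cells FACsorted from the spinal cord of adult fish of the transgenic lines Tg(olig2:eGFP), which labels OPCs, and Tg(mbp:eGFP), which labels OLs. In the paper, some ventral radial glia also carry olig2:GFP, so the cells called OPCs here may include them. The olig2:GFP-positive cells that the paper stained early in culture did not express GFAP, its marker of radial glia. Each population had 5 biological replicates, and each library was made from 2000 cells. According to the paper, full-length cDNA was amplified by PCR before shearing, the single-end reads were mapped to GRCz10 with GSNAP, and reads were counted per gene of the Ensembl annotation with featureCounts. The authors deposited these counts for 31388 features, without normalization. The total count of a library ranged from 11072526 to 11960408 in OPCs (median 11544659) and from 13937725 to 20225093 in OLs (median 15646223). Every OL library was therefore deeper than every OPC library (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 libraries against 5 allow; adjusted p = 0.0132 over 5 measures of the libraries). The paper gives its depth as a minimum of 27, in units of 1000000 sequenced reads, whereas the totals used here are the reads counted on features. Despite the lower totals, 18052 ± 529 features had at least 1 count in an OPC library and 16801 ± 714 in an OL library (mean ± SD, n = 5 each; exact permutation test, two-sided, p = 0.0238, adjusted p = 0.0298). The 5 most abundant features of a library took 31.7% ± 2.51 of its counts in OPCs and 39.2% ± 0.587 in OLs (SD, n = 5 each; same exact test, p = 0.00794, adjusted p = 0.0132). The mitochondrial share of the counts was 1.44% ± 0.366 in OPCs and 1.12% ± 0.218 in OLs, with no difference detected (same exact test, p = 0.159, adjusted p = 0.159). Counts were scaled by DESeq2's median-of-ratios size factors, the normalization the paper names, which ranged from 0.869 to 1.37. Each population came from its own fish line, and the paper used a finer cell strainer for OPCs than for OLs. Line, strainer and population therefore cannot be told apart. With every library thinned at random to 11072526 counts, an alternative chosen after seeing the data, 1408 features differed between the populations.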

To corroborate the identity and differentiation status of our FACsorted populations, we carried out gene expression analysis using RNAseq of sorted *olig2*:GFP- (OPCs) and *mbp*:GFP-positive cells (OLs, **Supplementary Figure S2**) and transcriptomes were analyzed for differential gene expression of well-known markers of the oligodendroglial lineage (**Figure 5**). A high degree of cell type specificity was revealed: OPC and OL populations are distinctly separated, as shown by expression profiling for the mature OL/myelin marker genes *cldnk* (Claudink), *mbpa* (Myelin Basic Protein) and *mpz* (Myelin Protein Zero). 

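Of the 31388 features in the deposited table, 12292 passed edgeR's filter on low counts and were tested between the 5 OPC and the 5 OL libraries. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1455 features differed, 1108 of them higher in OPCs and 347 higher in OLs. The difference was at least 2-fold for 1167 features, 1024 higher in OPCs and 143 higher in OLs. The normalized counts of the 2 populations did not overlap for 1550 of the tested features, where chance would give 0.794% of them, or 97.6 features. The filter moved the number of differing features most, to 2336 without a filter and to 449 when at least 10 counts were required in every library. When counts were scaled by library size alone, 93.9% of the differing features were higher in OPCs, against 76.2% with the size factors, and the median log2 fold change of all tested features was 0.36 in place of 0.06. The deposited table lists features by Ensembl gene identifier without symbols, and 0 identifiers were matched to a name, so cldnk, mbpa and mpz were not analysed here one by one.
Among features that differed, had a mean of at least 100 normalized counts in the higher population and did not overlap between populations, the largest increases in OPCs were those of ENSDARG00000039576 (GRCz10 chromosome 9, 9757456 to 9864112, minus strand, 13 exon blocks) and ENSDARG00000033447 (chromosome 19, 38270784 to 38340374, plus strand, 2 exon blocks). ENSDARG00000039576 had 507 ± 342 normalized counts in OPCs (SD, n = 5) and 0 counts in every OL library, and was at least 148-fold higher in OPCs when the OL libraries are set to 3 counts (adjusted p = 6.58e-05 from edgeR's quasi-likelihood test). ENSDARG00000033447 had 321 ± 253 normalized counts in OPCs (SD, n = 5) and 0 counts in every OL library, at least 93.6-fold higher in OPCs (adjusted p = 0.000288 from the same edgeR test). In the other direction, ENSDARG00000096579 (chromosome 1, 54798351 to 54799484, plus strand, 2 exon blocks) had 315 ± 206 normalized counts in OLs (SD, n = 5) and 0 counts in every OPC library, at least 91.3-fold lower in OPCs (adjusted p = 9.33e-05, edgeR). ENSDARG00000058218 (chromosome 2, 11285449 to 11299496, minus strand, 7 exon blocks) had 114 ± 16.8 normalized counts in OLs (SD, n = 5) and at most 1 count in an OPC library, at least 32.9-fold lower in OPCs (adjusted p = 5.28e-06, edgeR). Each of the 4 overlaps 0 other features of the table.

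**Figure D1:**
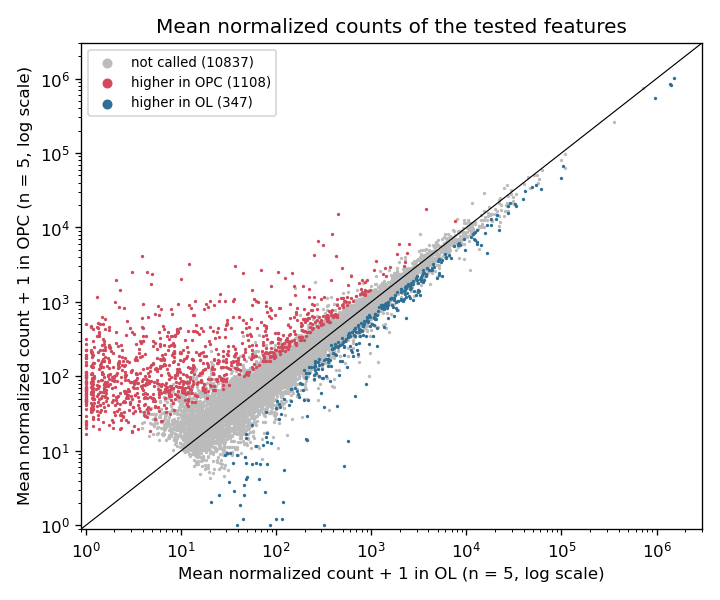
Mean normalized count of each tested feature in OLs (horizontal axis, log scale, 1 added) against that in OPCs (vertical axis, log scale, 1 added), n = 5 libraries each. Each point is a feature, the line marks equal means, and the 1108 features higher in OPCs reach further from the line than the 347 higher in OLs.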

Interestingly, the expression levels of the oligodendroglial lineage markers *olig1* and *olig2* are much higher in the OPC population than in the mature OL population.

**FIGURE 5:**
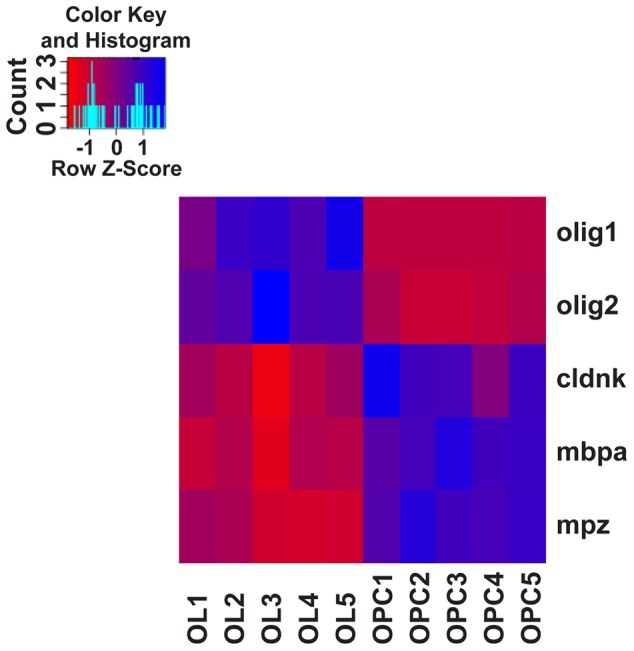
Heat-map of canonical oligodendroglial marker gene expression. Assessing the gene expression levels of well-described differentiation markers of the oligodendroglial lineage from transcriptome/RNAseq data confirms the identity and differentiation status of FACsorted cell populations: Based on the expression of the oligodendrocyte lineage markers *olig1* and *olig2* and the mature OL markers *cldnk, mbpa* and *mpz*, biological replicates of OPC and OL populations are clearly separated. Gene expression levels of the chosen genes are standardized by z-transformation allowing the direct comparison of up- and downregulation.

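Over the whole transcriptome, the libraries were compared on log2(normalized count + 1). Across the 12292 tested features, which are not independent replicates, Pearson's r between 2 libraries ranged from 0.817 to 0.929 among the OPC libraries (median 0.866), from 0.916 to 0.939 among the OL libraries (median 0.934) and from 0.707 to 0.838 between the populations (median 0.754). The OPC libraries thus differed more from one another than the OL libraries did, and the highest value between populations exceeded the lowest within OPCs. On the 500 most variable features, chosen without regard to population, the mean silhouette width of the OPC and OL grouping was 0.656 (exact permutation of the population labels, one-sided, p = 0.00794, the smallest p possible). A width of 1 would need libraries of the same population to be identical, so a lower value does not mean that the populations overlap. Each library was closer on average to its own population, with the lowest silhouette width, 0.535, for OPC1. The first principal component carried 84.7% of the variance and held all OPC libraries on one side, from 41.1 for OPC1 to 80.9 for OPC4, and all OL libraries on the other, from -70.8 for OL4 to -61.0 for OL5. When all tested features were used in place of the 500 most variable, the silhouette width was 0.371 and the first component carried 52.6% of the variance. From the expression of olig1, olig2, cldnk, mbpa and mpz in these libraries (Fig. 5), the paper concludes that the biological replicates of the OPC and OL populations are clearly separated.

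**Figure D2:**
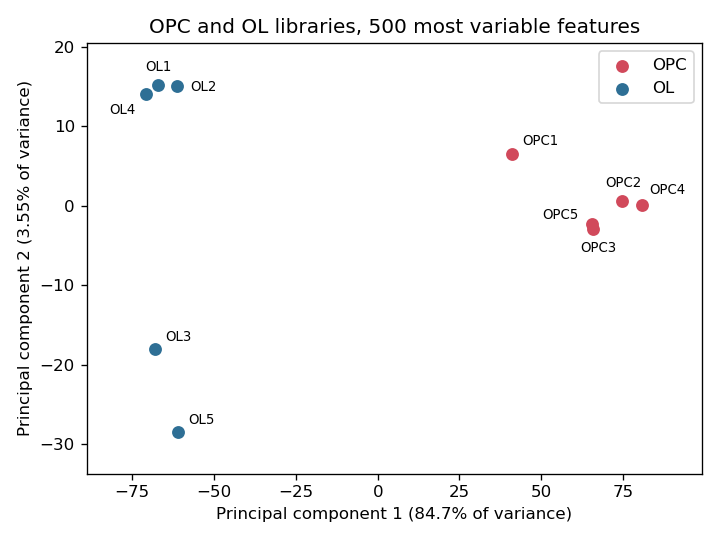
First (horizontal axis, 84.7% of the variance) and second (vertical axis, 3.55%) principal component scores, in log2 units, of the 5 OPC and 5 OL libraries on the 500 most variable features. Each point is a library, and the populations lie on opposite sides of the first component, with OPC1 at 41.1 nearest to the OLs.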

### OPC Cultures Are Stable for More Than 10 days *In Vitro*

On the one hand, the protocol described above can be used to establish acute cultures of OPCs for immediate cellular analyses *ex vivo*, like, e.g., electrophysiological measurements of freshly isolated OPCs and OLs. On the other hand, we also wanted to analyze OPC fate over longer culture periods *in vitro*. Specifically, we were interested in the robustness of the cultures and in their differentiation capacity. Therefore, we first quantified the number of cells over different time points. At 3, 7, and 10 days in culture (DIC) cell numbers do not change significantly, indicating stability of the culture and suggesting that OPCs neither undergo significant cell death, nor are activated toward overt proliferation under these conditions (**Figure 6A**). However, at 14 DIC we observed a significant detachment of cells from the bottom of the culture plates, as well as an increase in the number of dying cells (weak DAPI staining, pyknotic nuclei and weak cytoplasmic signal, data not shown).

**FIGURE 6:**
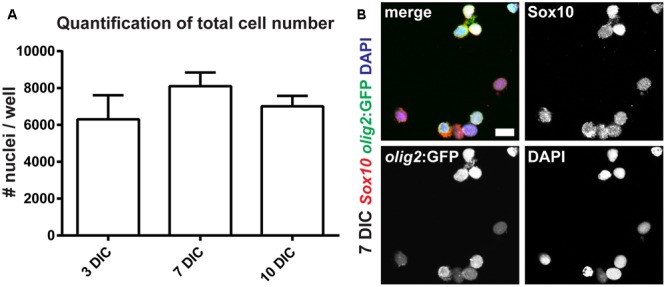
Oligodendrocyte progenitor cells can be maintained as monocultures. **(A)** OPC numbers are stable over the course of 10 days in culture (DIC). **(B)** The vast majority of *olig2*:GFP cells co-express Sox10, identifying them as OPCs; scale bar represents 10 μm.

The morphology of cells at 7 DIC is round with short processes, and significant differentiation of OPCs toward OLs is not apparent (**Figure 6B**). To confirm cell identity and differentiation status, we performed staining of cultures using antibodies against GFAP (radial glia marker), Sox10 (oligodendroglial lineage marker) and MBP (marker of mature OL) at different time points *in vitro*. At 3 DIC we analyzed 1052 *olig2*:GFP-positive cells: all cells co-expressed Sox10, and none of them expressed GFAP, identifying them as OPCs. At 7 DIC we analyzed 749 cells, of which 745 co-expressed Sox10 (**Figure 6B**). At 10 DIC, we analyzed 322 cells for MBP expression. We failed to detect any cell expressing MBP, showing that under these conditions OPCs do not spontaneously differentiate into mature OLs.

### Adult Zebrafish OPCs Differentiate into MBP-Positive Mature OLs in a Human Motor Neuron Co-culture Model

The overall goal of this project was to establish an *in vitro* myelination model based on adult zebrafish OPCs. Since we did not detect formation of myelin in our monotypic cultures we reasoned that a co-culture model including motor neurons (MNs) could drive OPCs into OL differentiation and hence promote myelination. First, we determined if the ratio of OPCs vs. MNs is influencing OPC differentiation. We cultured 5000 OPCs together with 0, 10000, 20000, 40000, 80000, and 160000 MN per well (**Supplementary Figure S3**). We find a correlation of OPC differentiation state and MN numbers based on OPC morphology at 1 DIC. The number of OPCs that start differentiating, i.e., cells with long and branched processes, is increased in cultures with higher MN numbers (**Figure 7A** and **Supplementary Figure S3**). On the contrary, almost all cells in cultures without MNs have a round morphology (**Supplementary Figure S3**). The degree of branching and the length of OPC processes is strongly increased with culture time, showing that OPCs continue to differentiate toward mature OL (**Figure 7A** and **Supplementary Figure S4**). At 16 DIC we analyzed the expression of MBP protein in the cultures by antibody staining. Indeed, we find many cells that are positive for MBP (**Figure 7B**), showing that OPCs efficiently differentiated into highly branched OLs.

**FIGURE 7:**
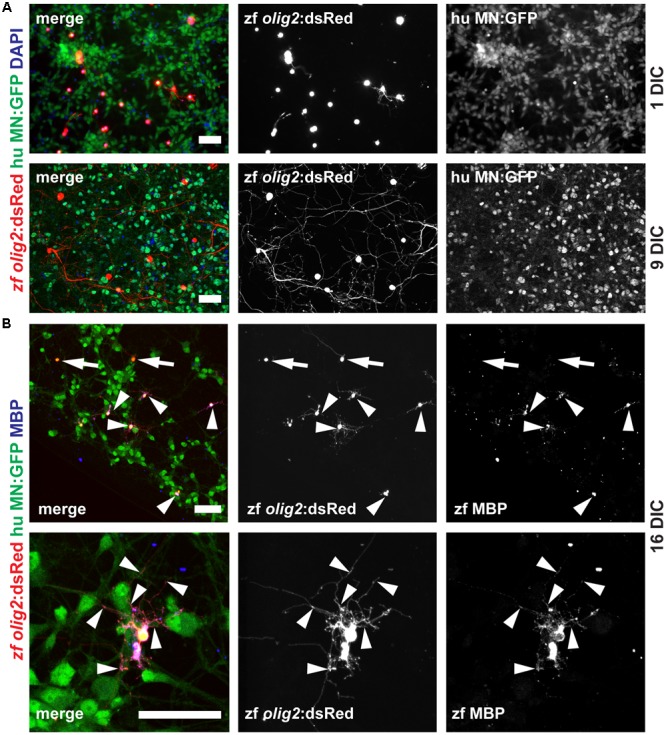
Adult zebrafish OPCs differentiate into MBP-positive mature OLs in human MN co-cultures. **(A)** OPCs differentiate over time in co-culture as identified by increased branching of the seeded OPCs. **(B)** At 16 DIC, the majority of oligodendroglial cells expresses the mature OL/myelin sheath marker protein MBP (arrowheads) while only a few cells fail to differentiate and remain MBP-negative (arrows); scale bars represent 50 μm.

## Discussion

Oligodendrocyte progenitor cells in the adult brain and spinal cord are not readily accessible and functional analysis or live imaging are very challenging tasks *in vivo*. Therefore, we decided to establish a novel *in vitro* platform that would allow us to study adult zebrafish OPC proliferation, migration, differentiation and myelination, combined with the possibility to perform live imaging, e.g., in the context of OPC migration studies (O’Meara et al., 2016). Furthermore, this method can be used to generate cultures for electrophysiological measurements.

### *In Vitro* Models of OPC Proliferation, Migration, Differentiation and Myelination

Studies using isolated primary OPCs have been carried out for almost 4 decades (McCarthy and de Vellis, 1980). However, most isolation protocols start with mixed cultures from embryonic or neonatal tissue from rat. The mixed cultures can be enriched for OPCs by different methods, the most popular and simple being the shake-off technique that is based on differential adhesive properties of glial populations, reviewed in (Barateiro and Fernandes, 2014). The enrichment and survival of rat OPCs is largely dependent on the presence of growth factors, like basic fibroblast growth factor (FGF-2) and platelet derived growth factor (PDGF), the cell seeding density and also the composition of the basal medium used (Kleinsimlinghaus et al., 2013). The establishment of mouse OPC cultures is much more difficult than from rat, mostly because of the lack of surface markers and the tendency of mouse OPCs to spontaneously differentiate into other lineages (Chen et al., 2007; Zhu et al., 2014). Recently, a new method to enrich OPCs in mixed cultures from mouse cortices has been developed. Using a cocktail of the growth factors Platelet Derived Growth Factor-AA (PDGFaa), basic fibroblast growth factor (bFGF) and epidermal growth factor (EGF) OPCs could be propagated (Yang et al., 2016). Interestingly, in mouse the efficiency of the OPC isolation is strongly correlated with the age of the donor tissue: the number of adult OPCs reaches 12% of the cell number that could be isolated from neonates (Pillai and Ross, 1986). Human OPCs have been isolated from different sources, like cerebral cortex (Pillai and Ross, 1986), generated from fetal neurospheres (Lu et al., 2015) and very recently also derived from iPS cells (Ehrlich et al., 2017; Rodrigues et al., 2017). Generally, human OPCs seem to be a difficult model to work with because of their slow growth and differentiation behavior.

### Studying OPCs from the Adult Zebrafish Spinal Cord

Elucidating the underlying mechanisms of successful remyelination after SCI in the regenerating model organism zebrafish can be highly beneficial to develop pro-remyelinating strategies for improving endogenous remyelination in patients with SCI. Adult zebrafish recover functionally within 6 weeks after a full spinal cord transection. Lost neurons are replaced, axons regrow and remyelination of the demyelinated spinal cord and the newly generated axons bridging the lesion site occur (Becker et al., 1997; Reimer et al., 2008). However, the underlying mechanisms of the superior remyelination capacity in zebrafish (Munzel et al., 2014) are not understood. Investigating the OPC intrinsic mechanisms of dormancy, activation and remyelination in an *in vitro* system is a promising approach. The advantage of adult spinal cord FACsorted OPCs lies in the region identity and age-status of these progenitor cells, information that is not available from iPSC-derived OPCs or the other models described above. Additionally, sorted zebrafish OPCs have entered dormancy *in vivo*, which also allows studying their activation. In this study we could show that OPCs sorted from spinal cord tissue can be successfully taken into culture and that these monocultures are viable for at least 10 days. Cells cultured under these conditions resemble a dormant adult spinal OPC population of an uninjured spinal cord. In order to study activation and differentiation, we propose a novel co-culture system with human iPSC-derived motor neurons (Reinhardt et al., 2013). Although rat/mouse myelinating xenocultures have been described before (O’Meara et al., 2011), the use of fish/human co-cultures to our knowledge has not been reported. The use of zebrafish OPCs and human motor neurons enables the identification of evolutionary conserved signaling pathways. This increases the chances of utilizing the obtained results in a translational framework.

## Author Contributions

VK, VT, and MMR contributed to the design of the work, the acquisition, and interpretation of the data. VK and VT performed dissections, cell culture, tissue vibratome-sectioning, immunohistochemistry, confocal imaging; CF supervised, maintained, and genotyped the zebrafish colony and performed tissue dissociation. LM and JS contributed the motor neuron cell cultures for co-culture experiments. AG performed FACS and Flow Cytometry Analysis, SR and AD performed the deep sequencing and bioinformatic analysis. VK compiled the figures. MMR and VK co-wrote the manuscript; all experiments were performed in the MMR laboratory.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

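The RNAseq experiment compared FACsorted olig2:GFP-positive cells (OPCs) with mbp:GFP-positive cells (OLs) of the adult zebrafish spinal cord, with 5 biological replicates of each. The authors mapped the reads to GRCz10 with GSNAP, counted them per Ensembl gene with featureCounts, and deposited the raw counts of 31388 features in 10 libraries. The values are whole numbers with a different total in each library, so the DESeq2 normalization named in the methods is not part of the table. How reads that map to several genes were counted, and whether the strand was used, is not named in the paper's text. The reads carry no stated molecular identifiers, so PCR copies are not independent molecules and a floor of 3 counts covers counting error only.

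From these counts, features were kept by edgeR's filterByExpr (12292 of 31388) and scaled by DESeq2's median-of-ratios size factors. The populations were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3) with Benjamini-Hochberg adjustment over the tested features and a threshold of 0.05. The libraries share replicate numbers in the labels, which is where a pairing would come from, but same-numbered libraries come from different fish lines, so no block was part of the test. Silhouette widths, principal components and exact permutation tests were computed in Python 3.11.15 on log2(normalized count + 1). A fold against libraries all at or under 3 counts was computed against that floor and is a lower bound.

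The tests were also run on simulated data with known changes. Counts were drawn for the 12292 tested features from the observed means, size factors and dispersions, with 200 features changed 4-fold. Of the 11981 simulated features that passed the filter, edgeR called 135, of which 129 were changed features and 4.44% were false. DESeq2 called 196, of which 18.4% were false, and limma voom called 130, of which 3.08% were false. The counts were drawn once, with edgeR's dispersions and as many increases as decreases. In the deposited data 76.2% of the differing features were higher in OPCs, so the false shares may differ there.

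Features named by identifier were those with the largest positive and negative log2 fold change among features with an adjusted p under 0.05, a mean of at least 100 normalized counts in the higher population and no overlap between populations. The rule also called for every marker gene named in the paper, members of lists of marker genes, and features with a gene symbol. The deposited table gives Ensembl identifiers only, and 0 of the 31388 were matched to a name in the gene table used, so the requirement of a symbol was dropped, 2 identifiers were named in each direction instead of 5, and the marker genes and lists were not analysed here. GC content was not analysed here.

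The alternatives set before the data were examined were other normalizations (edgeR's TMM, library size alone, size factors without features over 1% of the counts), other filters (none, at least 10 counts in every library), other tests (DESeq2's Wald test, limma voom with quality weights), a replicate block, a threshold of 0.01, another pseudocount or scale, other numbers of most variable features, and leaving out each library in turn. Robust estimation of the dispersions and thinning of every library to the smallest total, 11072526 counts, were chosen after seeing the data. Pairs of libraries of one population all differed by far more than sampling noise, with a chi-square per degree of freedom of at least 30.7. No library was therefore counted as a copy of the counts of another. The comparison is with counting noise only, so it cannot tell whether libraries were amplified separately from the same RNA.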

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

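The test of neighbouring features below was chosen after the result was seen.

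The paper's RNAseq analysis reports 5 marker genes. No identifier was matched to a name, so whether the features given here include any of them was not examined. In the 5 OPC libraries, 23 features had at least 100 normalized counts in every library while none of the 5 OL libraries had more than 3 counts of them. In the reverse direction, 1 feature, ENSDARG00000096579, met the same limits. All 23 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and they lie on 16 chromosomes. The OL libraries were the deeper ones, so a lower depth does not account for the missing counts of the 23 features, and ENSDARG00000096579 differed at least 91.3-fold, far more than the totals did. Because each population came from its own fish line, a variant or inserted sequence in one line was weighed. If it had spread over a region, neighbouring features would be higher in OPCs as well. Of the 23 features, 6 (26.1%) had such a neighbour, against 24.4% of all features higher in OPCs, and 50.1% of 10000 random lists of the same size drawn from those features had as many. A change limited to a single feature would leave its neighbours unchanged, so the pattern cannot be told apart from a difference between the lines at single features. Reads shared with near-identical copies and RNA from other olig2:GFP-positive cells were not tested.

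ENSDARG00000099970, the feature of abundance rank 5 over all libraries and named after its values were seen, had 1029401 normalized counts in OPC4, while the other OPC libraries had between 640968 and 707963. The gap to the nearest library was 0.828 of the range of the group. Of 34 groups of 5 libraries examined in this way, 1 had such a library, and chance alone would give 1.70. No technical or biological explanation was tested for it.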

How the results depend on the processing

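All settings below were set before the data were examined, except robust dispersions and thinning to the smallest total, which were chosen after seeing the data. The cause of the changes given here was not tested.

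The number of differing features was 1455. Without a filter it was 2336 (1964 higher in OPCs, 2104 at least 2-fold), of which 1333 were among the 1455. With at least 10 counts in every library, a filter that removes features missing from one population, it was 449 (284 higher in OPCs, 165 higher in OLs, 318 at least 2-fold), 443 of them among the 1455. With library size alone, 1811 features were higher in OPCs and 118 in OLs. An adjusted p under 0.01 left 877 features, 119 of them higher in OLs. DESeq2's Wald test gave 589 features higher in OLs and limma voom with quality weights 638. The share of differing features that were higher in OPCs was 76.2%, and it was 93.9% with library size alone, 84.1% without a filter, 63.3% with at least 10 counts in every library, 70.3% with DESeq2 and 68.4% with limma voom, so more features were higher in OPCs in each of these. The median log2 fold change of tested features was 0.06, and 0.36 with library size alone.

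With the replicate block, 1407 features differed, 1236 of them among the 1455. The deviations of same-numbered OPC and OL libraries from their population means had a mean correlation of 0.0679, ranging from 0.0240 to 0.104. For libraries of different number the mean was -0.0170, ranging from -0.102 to 0.0729. The same-numbered correlations were small but all positive, and the ranges overlapped, so a weak pairing by number is not excluded. Robust dispersions gave 1465 differing features and thinning gave 1408. Across the 10 fits that each left out one replicate, 1282 to 1796 features differed, 981 to 1321 were higher in OPCs, 240 to 475 were higher in OLs and 1101 to 1398 differed at least 2-fold.

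The silhouette width, 0.656, was 0.346 on z-scores of normalized counts without log, 0.371 with all genes that pass the filter, 0.617 with a pseudocount of 10, 0.658 with TMM, 0.697 with the 100 most variable, and 0.633 to 0.691 with each library left out. The one-sided exact permutation p was 0.00794 in each of these, the smallest the permutations can give, so it does not show how stable the separation is. The share of variance on the first principal component, 84.7%, was 82.3% with a pseudocount of 10, 57.3% on z-scores of normalized counts without log, 52.6% with all genes that pass the filter, 88.1% with the 100 most variable, and 82.5% to 86.3% with each library left out.

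The 4 features named by their fold kept their direction and an adjusted p under 0.05 in the alternatives that tested them, with a highest adjusted p of 0.00385 in edgeR's, DESeq2's and limma's tests. The filter of at least 10 counts in every library removed all 4. Of single features, 2 results reversed and 4 were weaker. Both reversals concern the feature of abundance rank 5, whose log2 fold change was 0.09 (adjusted p = 0.845, edgeR) and was -0.048 without OPC replicate 4 and -0.036 without OL replicate 1. It ranged from -0.048 to 0.18 with each library left out, and over all alternatives its highest value was 0.38, with library size alone (adjusted p = 0.140, edgeR). Its adjusted p ranged from 0.140 to 0.934 over the alternatives.

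The alternatives planned for the log2 fold changes and z-scores of olig1, olig2, cldnk, mbpa and mpz, for the separation by these 5 markers and for the lists of marker genes were not run, since no identifier was matched to a name.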

Differences from the paper's values

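The paper gives a minimum depth of 27 per library, in units of 1000000 reads, and the smallest total in the deposited counts was 11.1 in the same units. The paper's value is of sequenced reads, and the total here is of reads counted on features, so they are not the same measure. None of the alternatives set before the data were examined changes the totals.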

Other observations

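The tests of normalization, feature length, RNA of OLs, the left-out libraries and the depth of OPC1 below were chosen after the results were seen, except the test of features of OLs in OPC1, whose outcome had not been seen.

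Of the 126 splits of the 10 libraries into 5 and 5, 100 were tested, the 16 that part every same-numbered pair, the real one included, and 84 drawn at random from the others, which keep some same-numbered libraries together. Of these 100, 1, the real one, gave as many differing features as the 1455, and the other splits gave at most 2. Of the 16 splits that part every same-numbered pair, 1, again the real one, gave as many, but 1 of 16 is not under 0.05, so this smaller set cannot decide.

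More features were higher in OPCs than in OLs, 76.2% of those that differed. After every library was thinned to the smallest total, 75.9% were higher in OPCs, so the difference in total counts does not account for the share. Thinning did not equalize the counts left for other features. The 5 most abundant features took a mean of 39.2% of the counts in OLs and 31.7% in OPCs. With TMM, 77.2% of the differing features were higher in OPCs, and with library size alone 93.9%. By feature length, 61.8% of the differing features were higher in OPCs among the 4098 shortest features, 76.9% among the next 4097 and 86.2% among the 4097 longest. The majority was thus present in each length class, but its size rose with length, and length may account for part of it. RNA of OLs in the OPC libraries was also weighed, since it would keep features of OLs from being absent in OPCs. Of the 1558 features with a mean of at least 1000 normalized counts in OPCs, 2.31% were under 1/8 of it in OLs, and of the 1610 such features in OLs, 0 were under 1/8 in OPCs. With a mean of at least 100, 4.89% of 7732 features of OPCs were under 1/8 in OLs, and 16 of 7073 features of OLs were under 1/8 in OPCs. Among the latter, ENSDARG00000096579, with a mean of 315 in OLs, had 0 counts in every OPC library, and ENSDARG00000058218, with a mean of 114, had at most 1 count. RNA of OLs that carry these features would have raised them in the OPC libraries, but they were chosen for their absence from OPCs, and OLs of the olig2:GFP line may lack them if the lines differ at these features. The asymmetry therefore cannot be told apart from a contribution of RNA of OLs. Whether OPCs express more features of their own was not tested.

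The 5 features with the highest mean over all libraries were the same 5 in both populations. The features of abundance rank 1 to 4 had log2 fold changes of -0.59, -0.74, -0.81 and -0.81 (OPC over OL), with adjusted p of 0.00388, 0.0249, 0.00142 and 0.000638 in edgeR's quasi-likelihood test. With library size alone, ranks 1 and 2 had log2 fold changes of -0.29 and -0.45 (adjusted p = 0.0799 and 0.0807, edgeR). Rank 2 also had an adjusted p above 0.05 with at least 10 counts in every library (log2 fold change -0.71, adjusted p = 0.0604, edgeR) and without OPC replicate 2 (log2 fold change -0.66, adjusted p = 0.0660, edgeR). Over the alternatives, the adjusted p of rank 1 ranged from 9.61e-07 to 0.0799 and that of rank 2 from 0.00413 to 0.0807.

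OPC1 lay nearest to the OLs. For each OPC library, features were chosen on the other 4 with a mean of at least 100 normalized counts and more than 8 times the OL mean. In OPC1, 96.8% of 440 such features were below the mean of the other libraries, with a median log2 difference of -1.68. In the other OPC libraries, between 20.9% and 66.8% were below, with medians from -0.45 to 0.63, so the way of choosing the features does not account for OPC1. The total of OPC1, 11544659, is the median of the OPC libraries, so its depth does not either. If RNA of OLs had diluted this library, the median fall would need it to make up 68.9% of the RNA. Of 18 features with a mean of at least 100 in OLs and under 1/8 of it in the other 4 OPC libraries, OPC1 had a median of 8.09% of the OL level, against 3.75% to 5.55% in the other OPC libraries when each was left out. This is far below the share needed, but it cannot exclude RNA of OLs in OPC1. The 18 features were chosen as low in the other 4 OPC libraries. If those libraries also carried RNA of OLs, this choice would favour features that such RNA does not raise. The same holds if the 18 features are low in OPCs because the fish lines differ. OPC1 had the highest of the 5 medians, and its mean correlation with the OL libraries across features, 0.828, was also the highest of the OPC libraries. A dilution of the OPC RNA by other RNA, whose source was not identified and may include OLs, and a different state of the sorted cells both remain open. The fall of these features in OPC1 is what raised the idea of dilution, so it is not a test of it. The state of the cells was not tested.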
